# Single cell transcriptome sequencing of inspiratory neurons of the preBötzinger complex in neonatal mice

**DOI:** 10.1038/s41597-022-01569-y

**Published:** 2022-07-30

**Authors:** Caroline K. David, Yae K. Sugimura, Prajkta S. Kallurkar, Maria Cristina D. Picardo, Margaret S. Saha, Gregory D. Conradi Smith, Christopher A. Del Negro

**Keywords:** Gene expression profiling, Transcriptomics

## Abstract

Neurons in the brainstem preBötzinger complex (preBötC) generate the rhythm and rudimentary motor pattern for inspiratory breathing movements. We performed whole-cell patch-clamp recordings from inspiratory neurons in the preBötC of neonatal mouse slices that retain breathing-related rhythmicity *in vitro*. We classified neurons based on their electrophysiological properties and genetic background, and then aspirated their cellular contents for single-cell RNA sequencing (scRNA-seq). This data set provides the raw nucleotide sequences (FASTQ files) and annotated files of nucleotide sequences mapped to the mouse genome (mm10 from Ensembl), which includes the fragment counts, gene lengths, and fragments per kilobase of transcript per million mapped reads (FPKM). These data reflect the transcriptomes of the neurons that generate the rhythm and pattern for inspiratory breathing movements.

## Abstract (summary)

**Table:** 

Measurement(s)	nucleotide sequences
Technology Type(s)	Illumina Sequencing
Factor Type(s)	genotype: Dbx1-derived vs. non-Dbx1-derived neurons in the mouse preBötzinger complex • electrophysiological properties: Type-1 vs. Type-2 inspiratory preBötzinger complex neurons
Sample Characteristic - Organism	Mus musculus
Sample Characteristic - Environment	laboratory environment
Sample Characteristic - Location	contiguous United States of America

## Background & Summary

The inexorable active phase of breathing is inspiration, in which the descent of the diaphragm and elevation of the ribs expands the lungs to draw air in^1^. The rhythm for inspiration emanates from the lower brainstem site called the preBötzinger complex (preBötC)^2–4^. The core rhythmogenic elements of the preBötC are interneurons derived from precursor cells expressing homeobox gene *Developing brain homeobox-1* (*Dbx1*), hereafter referred to as Dbx1 neurons^5–10^. Dbx1 neurons also transmit the inspiratory rhythm as an output pattern to premotoneurons and motoneurons for pump and airway muscles^11,12^. Inspiration begins with a preinspiratory phase attributed solely to rhythmogenic neurons^11,13,14^. When their activity reaches a threshold, an inspiratory burst occurs, which recruits neurons that influence and transmit the pattern for motor output^13–15^. Rhythm- and pattern-generating neurons are the two subsets of the Dbx1 neuron population in the preBötC.

The rhythm- and pattern-generators can be differentiated electrophysiologically. Type-1 neurons are putatively rhythmogenic. They activate with a ramp-like summation of synaptic potentials 300–500 ms prior to the onset of a large-magnitude inspiratory burst^16,17^. Type-1 neurons express A-type transient K^+^ current (*I*_A_). The blockade of *I*_A_ destabilizes the inspiratory rhythm and overall preinspiratory activity *in vitro*^18^. Type-2 neurons are putatively specialized for generating the output pattern. They activate ~300 ms later than Type-1^16,17^ and express hyperpolarization-activated mixed cationic current (*I*_h_), whose manipulation affects motor output^19^.

We differentiated Type-1 and Type-2 neurons electrophysiologically during whole-cell patch-clamp recordings. Despite the well characterized disparity between types, some neurons exhibit ambiguous physiology and cannot be reliably classified; we call those Unknown but nonetheless consider them important for breathing because they are in the preBötC and are rhythmically active in phase with inspiration *in vitro*. We retrieved cytoplasmic contents and performed next-generation RNA sequencing on 10 samples: four Type-1 neurons (three from Dbx1-expressing precursors and one obtained from a CD-1 wild-type mouse without a Dbx1 reporter), one Type-2 neuron from a Dbx1-expressing precursor, as well as 5 Unknown neurons from CD-1 wild-type mice. All the neurons were recorded and RNA extracted within two months and sent for next-generation sequencing together.

## Methods

### Mice

The Institutional Animal Care and Use Committee at William & Mary approved these protocols, which conform to the policies of the Office of Laboratory Animal Welfare (National Institutes of Health, Bethesda, MD, USA) and the guidelines of the National Research Council^20^. CD-1 mice (Charles River, Wilmington, MA) and genetically modified mice (described below) were maintained on a 14-hour light/10-hour dark cycle at 23 °C and were fed *ad libitum* with free access to water.

Experiments employed CD-1 mice or an intersectional mouse model dubbed Dbx1;Ai148. Regarding nomenclature for the intersectional model, the first part refers to Dbx1^Cre^ mice (IMSR Cat# EM:01924, RRID:IMSR_EM:01924) that express Cre recombinase driven by the *Dbx1* promoter^21^. The second part, Ai148 (IMSR Cat# JAX:030328, RRID:IMSR_JAX:030328), refers to Cre-responder mice created by the Allen Brain Institute that express the fluorescent Ca^2+^ indicator GCaMP6f following Cre-mediated recombination of floxed alleles^22^. We crossed Dbx1^Cre^ female mice with Ai148 males to produce offspring with GCaMP6f expression in Dbx1-derived neurons.

### Slice preparations

We cleaned all working spaces with RNase ZAP (Thermo Fisher, Waltham, MA) before each experiment. Tools and glassware were autoclaved or cleaned with RNase ZAP and then rinsed with nuclease-free water (NFW).

We anesthetized CD-1 or Dbx1;Ai148 pups (aged 0–3 postnatal days, i.e., P0-3) by hypothermia as directed by the American Veterinary Medical Association (AVMA, Schaumburg, IL) guidelines version 2020.0.1, which is licensed under the Creative Commons Attribution-Non-Commercial-NoDerivs 3.0. We removed the neuraxis from the pons to the cervical spinal cord in 2 min and placed it into ice-cold artificial cerebrospinal fluid (aCSF) containing (in mM): 124 NaCl, 3 KCl, 1.5 CaCl_2_, 1 MgSO_4_, 25 NaHCO_3_, 0.5 NaH_2_PO_4_, and 30 dextrose. aCSF was prepared ahead of time in an RNase-free environment and then bubbled with 95% O_2_ and 5% CO_2_ throughout the experiments. The neuraxis was trimmed to isolate the brainstem and then glued to the dorsal surface of an agar block, and then positioned in a vise within a vibratome (Campden Instruments 7000 smz-2, Leicester, UK) filled with ice-cold aCSF aerated by 95% O_2_ and 5% CO_2_. We cut a transverse slice 450–500 µm thick with preBötC on its rostral surface^23^. The slice was employed for not more than 3 hours to avoid degradation and contamination of cytoplasmic genetic contents.

### Whole-cell patch-clamp recording and cytoplasmic sample collection

Figure 1a (top) shows our electrophysiology workflow. We perfused slices with aCSF (28 °C) at 2–4 ml/min in a recording chamber on a physiology microscope (Zeiss Axio Examiner, Carl Zeiss AG, Oberkochen, Germany). The external K^+^ concentration of the aCSF was raised from 3 to 9 mM to facilitate robust respiratory rhythm and hypoglossal (XII) motor output^4,24^. We recorded XII motor output using suction electrodes fabricated from autoclaved borosilicate glass pipettes (OD: 1.2 mm, ID: 0.68 mm), initially pulled on a Flaming-Brown P-97 micropipette puller (Sutter Instruments, Novato, CA), then fire polished to a diameter of ~100 µm. XII motor output was amplified by 2,000 using a differential amplifier (EX1, Dagan Instruments, Minneapolis, MN), band-pass filtered at 0.3–1 kHz, and smoothed for display using an analog root-mean-squared filter (Analog Devices, Norwood, MA) to provide a full-wave rectified and smoothed XII waveform. In Dbx1;Ai148 mouse slices we identified inspiratory Dbx1 preBötC neurons based on rhythmic fluorescence changes in sync with XII output before obtaining a whole-cell patch-clamp recording. In CD-1 mice we identified inspiratory preBötC neurons that activated in sync with XII motor output after establishing whole-cell recording. We fabricated patch pipettes from autoclaved borosilicate glass (OD: 1.5 mm, ID: 0.86 mm) using a 4-stage program on the Flaming-Brown P-97 micropipette puller. Tip resistance measured 3–5 MΩ. We filled patch pipettes with internal solution, mixed in an RNase-free environment, containing (in mM): 123 K-gluconate, 12 KCl, 10 HEPES, 0.2 EGTA, 4 Mg-ATP, 0.3 Na-GTP, 10 Na_2_-phosphocreatine, and 13 Glycogen. We adjusted the osmolarity of the internal (patch) solution to 260–270 mOsm and maintained the pH at 7.25. We added 1–2.5% Recombinant Ribonuclease Inhibitor (RRI) (Takara Bio USA, Mountain View, CA) to the internal solution immediately before each experiment to preserve RNA. Robotic micromanipulators (Sensapex, Helsinki, Finland) were employed to position the patch pipettes adjacent to inspiratory neurons under visual control. We performed whole-cell patch-clamp recordings using an EPC-10 patch-clamp amplifier (HEKA Instruments, Holliston, MA) with PATCHMASTER software (RRID:SCR_000034).

**Fig. 1:**
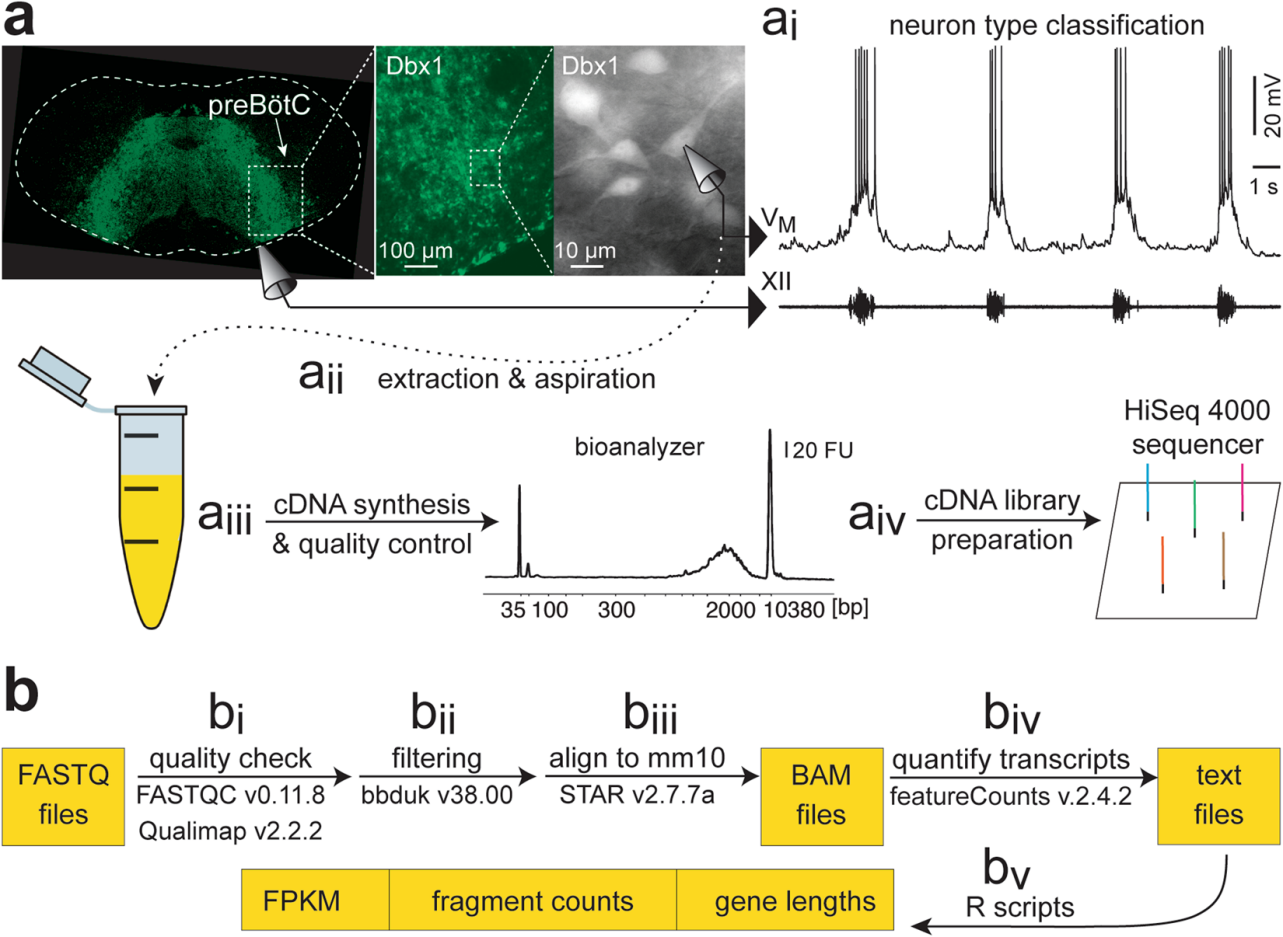
Schematic overview of experimental design. (**a**) The Patch-Seq workflow. Rhythmically active Dbx1-derived preBötC neurons are recorded in the whole-cell patch-clamp configuration (V_M_, top trace). The hypoglossal cranial nerve (XII) represents inspiratory-related motor output (bottom trace). a_i – a_iv graphically represent steps in the Patch-Seq workflow as detailed in Methods. (**b**) Flowchart b_i–b_v showing the bioinformatics workflow as detailed in Methods.

### Electrophysiological neuron classification

We defined inspiratory drive latency as the elapsed time between the beginning of summating excitatory synaptic potentials (EPSPs), which depolarize the neuron from its quiescent membrane potential between inspiratory bursts, until the onset of the inspiratory burst. Inspiratory drive latency was used, in part, to determine whether a neuron was Type-1 or Type-2 (Fig. 1ai). Type-1 preBötC neurons show inspiratory drive latency exceeding 300 ms whereas Type-2 preBötC neurons show inspiratory drive latency on the order of 100 ms (compare Fig. 2a, left and b, left).

**Fig. 2:**
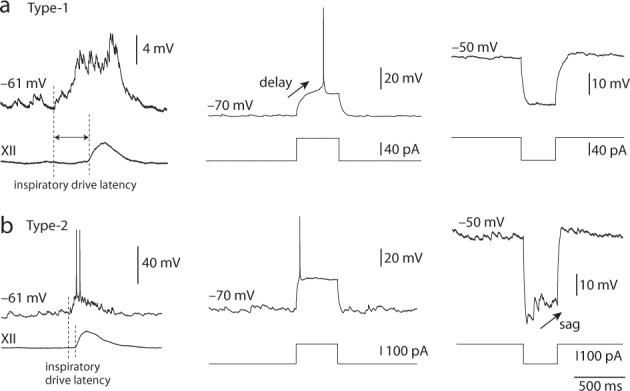
Electrophysiological profiles of preBötC neurons. (**a**) a Type-1 neuron characterized by long inspiratory drive latency (left), delayed excitation (middle), and lack of a ‘sag’ potential (right). (**b**) a Type-2 neuron characterized by short inspiratory drive latency (left), no delayed excitation (middle), and the presence of a sag potential (right).

We tested for A-type K^+^ current (*I*_A_), characteristic of Type-1 preBötC neurons by applying suprathreshold depolarizing current step commands of 500 ms duration from a holding potential of –70 mV. Type-1 preBötC neurons expressing *I*_A_ exhibited delayed excitation of 120–220 ms whereas Type-2 preBötC neurons without *I*_A_ expression do not show delayed excitation in response to similar depolarizing current step commands^16,17,25^ (compare Fig. 2a, middle vs. b, middle).

We tested for hyperpolarization-activated cationic current (*I*_h_) by applying hyperpolarizing current step commands of 400–500 ms duration, which caused initial voltage excursions exceeding −20 mV from a holding potential of –50 mV. Type-2 preBötC neurons expressing *I*_h_ exhibited a time- and voltage-dependent depolarizing ‘sag’ whereas Type-1 preBötC neurons without *I*_h_ expression do not show sag potentials in response to similar hyperpolarizing current step commands^16,17,25^ (compare Fig. 2a, right vs. b, right).

### RNA extraction

Figure 1a (bottom) shows a schematic of our workflow to obtain cytoplasmic contents and create a complementary DNA (cDNA) library suitable for next-generation sequencing. After categorizing the neurons as either Type-1 or Type-2 on basis of inspiratory drive latency and the expression, or lack thereof, of *I*_A_ and *I*_h_; or classifying them as Unknown, we extracted the cellular contents by 0.7–1.5 psi negative pressure (Fig. 1aii). The patch pipette was retracted quickly and the contents of the pipette were ejected by breaking its tip at the bottom of an RNase-free PCR tube containing 4 µL nuclease-free water with 2% RRI. The sample was spun briefly, frozen immediately via submersion in liquid nitrogen and then stored at –80 °C. We converted the extracted RNA to cDNA according to SMART-Seq v4 (Takara Bio USA) ultra-low input RNA kit for sequencing protocol (Fig. 1aiii). First strand cDNA was synthesized by performing reverse transcription in a thermal cycler (42 °C for 90 min, 70 °C for 10 min). The cDNA was then amplified at 95 °C for 1 min, 17 cycles of 98 °C for 10 s, 65 °C for 30 s, 68 °C for 3 min; 72 °C for 10 min. PCR-amplified cDNA was purified by immobilization on AMPure beads (Beckman Coulter, Brea, CA), which we washed with 80% ethanol before eluting the cDNA from the beads. The amplified cDNA was validated using the Agilent 2100 Bioanalyzer and Agilent’s High Sensitivity Kit (5067-4626, Agilent Technologies, Santa Clara, CA). Samples that crossed a threshold of 20 fluorescence units in the range of 1500–2000 base pairs, with little or no peak in the 100–500 base pair region (e.g., Fig. 1a_iii_) were then quantified using Qubit dsDNA High-sensitivity Assay Kit (Molecular Probes, Eugene, OR). Samples with cDNA concentration exceeding 150 pg/µL were retained for next-generation sequencing^26^. We processed full-length cDNA using Nextera Library Preparation Kits (FC-131-1024, Illumina, San Diego, CA) to obtain cDNA libraries for next-generation sequencing using an Illumina HiSeq. 4000 sequencing system with paired end (150 bp) reads (Fig. 1a_iv_). Investigators were blinded to cell type during library construction and sequencing.

### Data processing

Figure 1b shows the schematic for our bioinformatics workflow. First, the quality of reads was verified using FastQC v0.11.8 (Fig. 1b_i_). Adapter reads (Read 1: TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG, Read 2: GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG) were trimmed using bbduk v38.00 using the following command (Fig. 1b_ii_):

sh bbduk.sh in1 = inputFASTQFile1.fastq.in2 = inputFASTQFile2.fastq out1 = outputFASTQFile1.fastqout2 = outputFASTQFile2.fastq ktrim = r -Xmx27g mm = f k = 33hdist = 1literal = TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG,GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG tbo tpe

We used the mm10 mouse reference genome from Ensembl (from European Bioinformatics Institute of the European Molecular Biology Laboratory family) to create a genome directory for aligning the reads in STAR^27^ v2.7.7a using the following commands:

STAR --runMode genomeGenerate --genomeDirmm10ReferenceGenome --genomeFastaFilesMus_musculus.GRCm38.dna.primary_assembly.fa --sjdbGTFfileMus_musculus.GRCm38.102.gtf --sjdbOverhang 149 --genomeSAsparseD 2

The sequences were then aligned to mm10 reference genome by STAR v2.7.7a^27^ using the following command (Fig. 1b_iii_):

STAR --genomeDir mm10ReferenceGenome --readFilesIninputFASTQFile1.fastq inputFASTQFile2.fastq --outFileNamePrefix outputBAMFile --outSAMtype BAMSortedByCoordinate --outReadsUnmapped Fastx

We used featureCounts v2.4.2 to quantify fragment counts of the detected genes (Fig. 1b_iv_). Further, we developed custom scripts (see Code Availability, below) in the statistical computing environment “R” to generate text files containing gene lengths, fragment counts, and FPKMs, which are available on NCBI GEO (Fig. 1b_v_).

## Data Records

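Each of the 10 transcriptomes comes from 1 inspiratory preBötC neuron whose cytoplasm was drawn into the patch pipette, so a sample is 1 library from 1 neuron. The set holds 4 Type-1 neurons (samples 4, 5, 6 and 7), 1 Type-2 neuron (sample 1) and 5 Unknown neurons (samples 2, 3, 8, 9 and 10). By the sample labels and the numbers given in the text, samples 1, 5, 6 and 7 come from Dbx1;Ai148 mice, which report neurons derived from Dbx1-expressing precursors, and samples 2, 3, 4, 8, 9 and 10 from CD-1 wild-type mice. The legends of Figs. 6 and 7 assign samples 1 to 6 to CD-1 and samples 7 to 10 to Dbx1;Ai148, and the assignment of the labels and text was used here. The neurons were recorded between P0 and P3. The labels name no animal, and the Type-2 group is a single neuron, so no test between neuron types was made and no p-value is given.
The authors aligned the trimmed reads with STAR to GRCm38, counted fragments per gene with featureCounts, and deposited raw fragment counts, gene lengths and FPKM values for 55367 genes. The fragments counted on genes were 21392146, 36256882, 31150630, 29435915, 36629393, 31488280, 25681679, 26563454, 22072697 and 30517925 in samples 1 to 10. The deposited FPKM equals the count divided by the gene length in kilobases and by these totals, scaled to 1e+06 fragments. A gene without a count can hold up to 3 counts by chance, which is 0.14 CPM in the shallowest library and 0.0819 in the deepest. The reads carry no molecular identifiers, so such limits cover counting error only. Fragments that match 2 places in the genome could be counted at both: the mitochondrial gene mt-Co3 and its copy Gm28437 on chromosome 1 (24613189 to 24613971 in GRCm38, an unprocessed pseudogene in GENCODE M21) had counts in a ratio between 1.002 and 1.006 in the 10 neurons. This pair was chosen after its values were seen. For the distributions, log10(FPKM) was taken over a gene set defined on these 10 neurons alone, with zeros placed at -5, the first bin of Fig. 5.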

The raw data consisting of nucleotide sequences (FASTQ files) along with the raw fragment counts of the processed data after alignment to mm10 (GSE175643_fragmentCounts.txt.gz), the FPKM values of the genes represented in the fragments (GSE175643_fpkm.txt.gz), and the lengths of the genes from mm10 (GSE175643_geneLength.txt.gz) are publicly available in the NCBI GEO database (GEO:GSE175643)^28^.

The file deposited at Figshare called “Electrophysiological properties of inspiratory preBötzinger complex neurons in neonatal mice (GEO:GSE175643)” presents the electrophysiological profile for each sample preBötC neuron in the data set^29^. The file deposited at Figshare called “Mapping statistics for nucleotide sequences for inspiratory preBötzinger complex neurons in neonatal mice (GEO:GSE175643)” provides a set of statistics from STAR regarding the number of reads, and their lengths, mapped to the mm10 reference genome^29^.

## Technical Validation

We verified average cDNA size and abundance using a Bioanalyzer High Sensitivity kit (Agilent, Santa Clara, CA) and Qubit dsDNA High-sensitivity Assay Kit (Molecular Probes). The raw data of nucleotide sequences along with their corresponding quality scores (FASTQ format) are publicly available in the NCBI GEO database (GEO:GSE175643).

Regarding quality scores, all 20 FastQC reports (two paired-end reads of 10 sample preBötC neurons) showed per sequence quality scores averaging 38–40. None of the sequences were flagged as poor quality.

## Usage Notes

The transcriptome data described here were collected using techniques identical to the data analyzed in Kallurkar *et al*. *Sci Rep*, 12:2923, 2022, which consisted of 17 Dbx1 preBötC neurons (seven Type-1, nine Type-2, and one Unknown)^25^. Hereafter, we refer to those data as “Kallurkar 2022”. However, the present data were collected and sent for sequencing approximately 1.5 years beforehand so we wished to test for a batch effect that might cause variation between these two data sets. To screen for batch-effect disparity we created boxplots^30^ for each sample summarizing log expression of 8,916 genes with non-zero expression in more than two-thirds of the samples from Kallurkar 2022 and the present data set (i.e., any 19 out of 27 total samples). Those 8,916 genes represent 16% of the 55,367 genes in the mm10 reference genome. 

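The other transcriptomes behind the set of 8,916 genes were not analysed here, so a set was formed from the present 10 neurons by the same proportion. A gene entered it with at least 1 fragment in at least 7 of the 10 neurons, which gave 10405 genes, or 18.8% of the 55367 listed. A stricter limit of all 10 neurons left 6054 genes (10.9%), and a looser limit of 5 neurons gave 12473 genes (22.5%). In all, 21231 genes had a fragment in at least 1 neuron.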

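Over the 10405 genes with a fragment in at least 7 of the 10 present neurons, zeros included, the median log10(FPKM) was 0.892, 0.916, 0.881, 0.937, 0.54 and 0.887 in samples 5 to 10, with a mean of 0.842 ± 0.149 (SD, n = 6 neurons). Sample 9 lay below the other 5 neurons of that group. Samples 1 to 4 had medians of -0.647, -0.176, -0.692 and 0.209, with a mean of -0.327 ± 0.427 (SD, n = 4 neurons). Over the genes with a fragment in all 10 neurons, the mean of the medians was 0.779 in samples 1 to 4 and 1.17 in samples 5 to 10. The split into samples 1 to 4 and 5 to 10 is the paper's and was made on this measure, so it was not tested.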

Figure 3 shows that the median log_10_(FPKM) hovers at approximately 1.0 across Kallurkar 2022 (grey boxplots, samples 1–9 and 11–18) and the present data (black boxplots, samples 1–10). The length of the boxplots, which span the lower and upper quartiles, are typically one decade (i.e., a factor of 10 in FPKM) but some are as high as three decades (a factor of 1000 in FPKM). However, samples 1–4 in the present data set show median log_10_(FPKM) <0.5 and box length of three decades. Those statistics indicate that samples 1–4 show lower expression levels, for some fraction of the detected genes, and higher variability compared to Kallurkar 2022 and samples 5–10. 

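The distance between the lower and upper quartiles of log10(FPKM) was 2.84, 3.2, 3.39 and 2.66 in samples 1 to 4, with a mean of 3.02 ± 0.332 (SD, n = 4 neurons). In samples 5, 6, 7, 8 and 10 it was 1.2, 1.52, 1.67, 1.35 and 1.37. Sample 9 had a box length of 2.63, close to that of sample 4, and with it the mean over samples 5 to 10 was 1.62 ± 0.52 (SD, n = 6 neurons).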

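The mean lower quartile differed more between the groups than the mean upper quartile did. The lower quartile of log10(FPKM) was -1.75 ± 0.208 (SD, n = 4 neurons) in samples 1 to 4 and -0.263 ± 0.543 (SD, n = 6 neurons) in samples 5 to 10, where sample 9 had the lowest value, -1.32. The upper quartile was 1.27 ± 0.139 and 1.36 ± 0.0262 in the same groups, a difference smaller than the SD of samples 1 to 4. These means do not make the upper parts alike. The upper quartile was 1.25, 1.37, 1.37 and 1.08 in samples 1 to 4, and the place of the high peak, given below, also differed. The number of genes at 1 FPKM or more was between 5055 and 6795 in samples 1 to 4 and between 6632 and 9307 in samples 5 to 10, the lowest of the latter being sample 9.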

To explore expression levels and variability further we plotted median log_10_(FPKM) versus the median absolute deviation (MAD) of log_10_(FPKM) (Fig. 4). 

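The MAD of log10(FPKM), taken as the median distance of a neuron's genes from their median, was 1.36, 1.6, 1.71 and 1.2 in samples 1 to 4 (mean 1.47 ± 0.229, SD, n = 4 neurons). In samples 5 to 10 it was 0.552, 0.595, 0.65, 0.569, 1.12 and 0.6 (mean 0.682 ± 0.219, SD, n = 6 neurons). The value of sample 9 lay nearer to that of sample 4 than to those of the other 5 neurons of its group. As a mean absolute deviation, the values were 1.74 in samples 1 to 4 and 1.26 in samples 5 to 10.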

Samples 1–4 (filled circles with numerals) are positioned in the upper left compared to samples 5–10 (filled circles) and Kallurkar 2022 (open circles), which is again consistent with lower gene expression and higher variability. Finally, we examined a histogram of log_10_(FPKM) for Kallurkar 2022 and the present data (Fig. 5). Kallurkar 2022 (grey line) overlays well with samples 5–10 (solid black line) and the highest peak of samples 1–4 in the present data set (broken black line). However, samples 1–4 exhibit another peak in the distribution at log_10_(FPKM) near –2, indicating a set of low-expressed genes responsible for the higher variability of samples 1–4. 

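The genes of the second peak were counted as those of the set with log10(FPKM) between -3 and -0.5, limits set before the data were examined from the gap in Fig. 5. They were 41.2%, 38.7%, 37.8% and 30.2% of the set in samples 1 to 4, and 14%, 16.5%, 19.1%, 15.2%, 32.7% and 9.34% in samples 5 to 10. In bins of 0.25, the low peak was highest between -2 and -1.75 in samples 2, 3 and 4 and between -1.5 and -1.25 in samples 1 and 9. The high peak fell between 1 and 1.25 in each of samples 5 to 10, between 0.75 and 1 in sample 4, between 1.5 and 1.75 in samples 2 and 3, and between 1.75 and 2 in sample 1. The genes of the low peak rest on few fragments, with a median count of 3 in each of samples 1 to 4. With counts of 1 or 2 set to 0, the mean share of the low peak was 23.6% in samples 1 to 4 and 9.61% in samples 5 to 10.

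**Figure D1:**
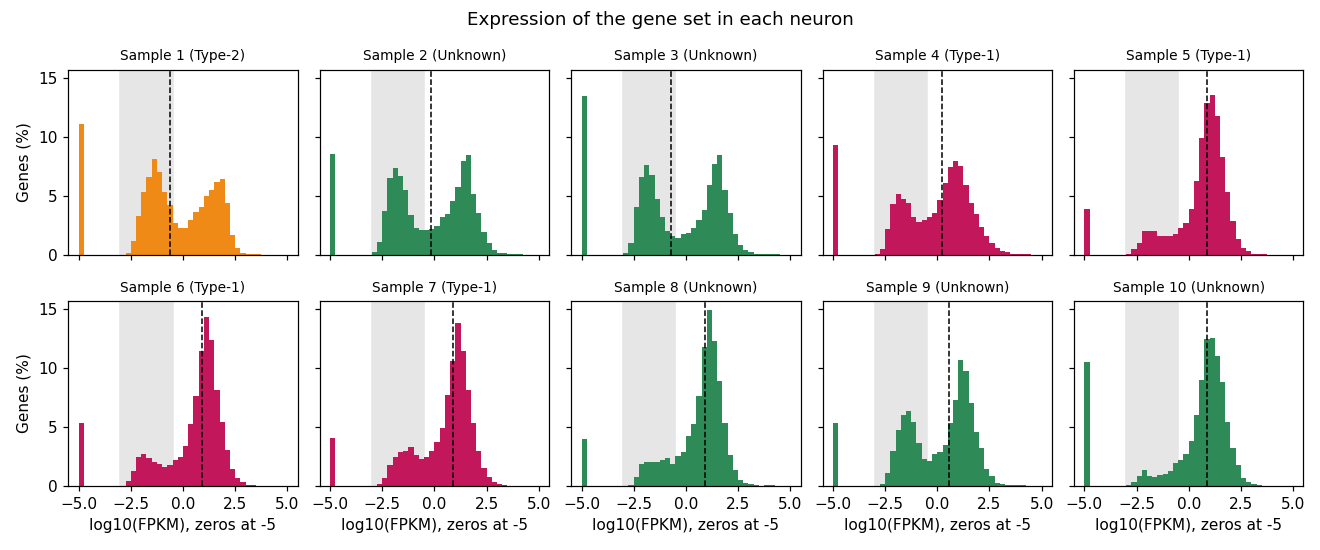
Distribution of log10(FPKM) over the 10405 genes of the set in each neuron, as percent of genes per bin of 0.25, with zeros at -5. Bars are coloured by neuron type, the grey band marks the low peak between -3 and -0.5, and the broken line is the neuron's median; samples 1 to 4 and sample 9 each hold 30.2% or more of their genes in the band.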

Notably, samples 1–4 exhibited the lowest concentration of cDNA according to Qubit quantification, although all four passed the 150 pg/µL criterion^26^. Samples 1–4 have median log_10_(FPKM) that is a factor of 10 lower than samples 5–10 and Kallurkar 2022 (Fig. 5, vertical lines).

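With the values of each group's neurons pooled as in Fig. 5, the median log10(FPKM) was -0.245 in samples 1 to 4, or 0.569 FPKM, and 0.871 in samples 5 to 10, or 7.43 FPKM. The difference of 1.12 corresponds to a factor of 13.1. Without sample 4, which has the highest median of the 4, the difference was 1.4. Over the genes with a fragment in at least 5 neurons it was 1.52, and over those with a fragment in all 10 it was 0.405. The difference kept its sign under each processing alternative tried.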

**Fig. 3:**
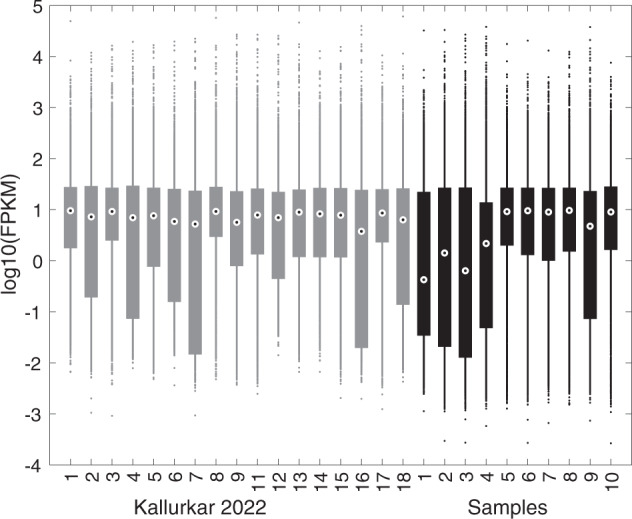
Box plots showing expression levels of the 8,916 genes expressed in 19 transcriptomes of preBötC neurons from either Kallurkar *et al*., 2022 (ref. ^25^) or the 10 samples in the present report. The Kallurkar 2022 data sets are samples 1–9 and 11–18 (grey box plots). The present data sets are samples 1–10 (black box plots). Median log_10_(FPKM) is indicated by bullseye dot in the center of the box plot, which shows the upper and lower quartiles. Dots indicate gene expression levels outside the interquartile range.

**Fig. 4:**
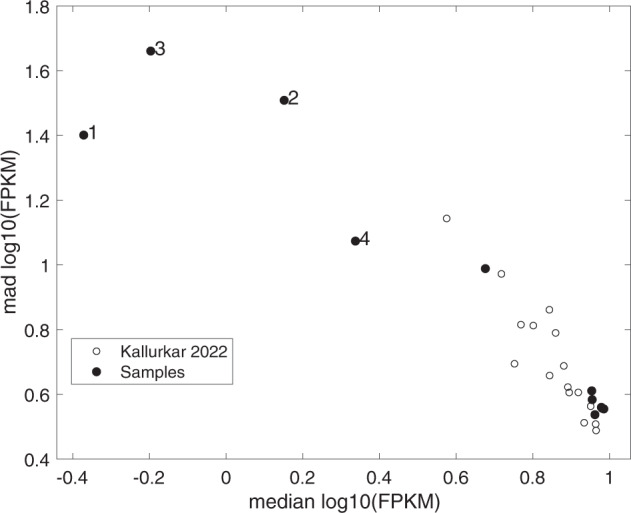
A plot of the median absolute deviation (MAD) of log_10_(FPKM) vs. median log_10_(FPKM) of the 8,916 genes that expressed in at least 19 transcriptomes of preBötC neurons from either Kallurkar *et al*., 2022 (ref. ^25^) (open circles) or the 10 samples in the present report (closed circles). Samples 1–4 with high MAD and low median expression are further indicated with numerals corresponding to sample name.

**Fig. 5:**
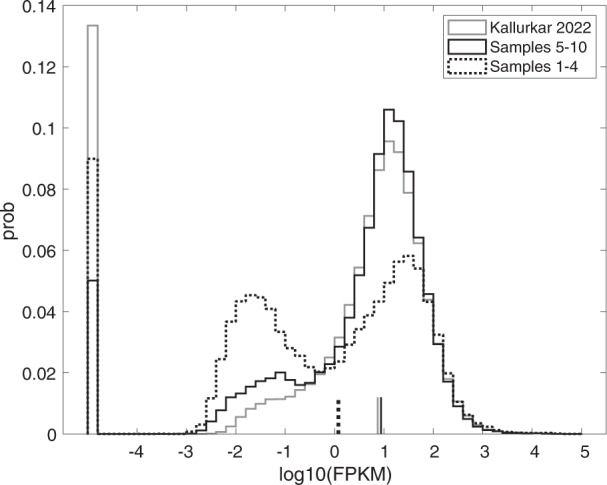
Histogram showing probability of gene expression level for the 8,916 genes expressed in at least 19 transcriptomes of preBötC neurons from either Kallurkar *et al*., 2022 (ref. ^25^) (grey solid line) or the 10 samples in the present report (broken black line for samples 1–4 and solid black line for samples 5–10). The heights of the first bin (0.13, 0.05, and 0.09) correspond to the fraction of mm10 genes not expressed in the Kallurkar 2022 and present data sets.

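Over the gene set of the present 10 neurons, the genes without a fragment made up 0.111, 0.0851, 0.135 and 0.0934 of the set in samples 1 to 4. In samples 5 to 10 they made up 0.0386, 0.0531, 0.0405, 0.0394, 0.0535 and 0.105. Pooled, the fraction was 0.106 in samples 1 to 4 and 0.0551 in samples 5 to 10. The value of sample 10 lay within the range of samples 1 to 4.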

We further compared the present data to Kallurkar 2022 by mapping statistics. 

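The number of genes with at least 1 fragment was between 10663 and 13738 per neuron. The fraction of the 55367 listed genes without a fragment was 0.795, 0.769, 0.807, 0.773, 0.766, 0.766, 0.762, 0.752, 0.779 and 0.779 in samples 1 to 10, with a mean of 0.775 ± 0.0163 (SD, n = 10 neurons). The limit for detection moved it most: with a gene called undetected below 1 FPKM, the mean was 0.866. Thinning every library at random to the smallest total of 21392146 fragments gave 0.782.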

The fraction of zeros (i.e., the fraction of genes in mm10 that went undetected) was 0.775 in the present data and 0.762 in Kallurkar 2022. The file deposited at Figshare called “Mapping statistics for nucleotide sequences for inspiratory preBötzinger complex neurons in neonatal mice (GEO:GSE175643)” lists the mapping statistics in detail for nucleotide sequences uniquely mapped, multi-mapped, or unmapped to the mm10 mouse reference genome^30^. Mapping statistics for Kallurkar 2022 are associated with ref. ^25^. In brief, 0.85 ± 0.04 represents the fraction of sequences from the present data set mapped uniquely to mm10, 0.05 ± 0.02 represents the multi-mapped fraction, and 0.10 ± 0.03 represents the unmapped fraction. In Kallurkar 2022, 0.56 ± 0.14 represents the fraction of sequences uniquely mapped to mm10, 0.04 ± 0.01 represents the multi-mapped fraction, and 0.16 ± 0.07 represents the unmapped fraction.

We further note that the quality reports for Kallurkar 2022 and the present data return similar scores for “per base sequencing quality”, which was 35 or higher and no sequences flagged as poor quality.

Overall, the log expression boxplots and follow-up analyses rule out major technical variation between the Kallurkar 2022 and the present data sets, with the caveat that a portion of the detected genes in samples 1–4 showed lower overall expression and higher variability compared to samples 5–10 and all the samples in Kallurkar 2022. Nevertheless, the relatively high fraction of uniquely mapped sequences, and low fraction of unmapped sequences, emphasize the quality of the present data set.

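Depth did not separate the groups, since the mean number of fragments on genes was 29558893 in samples 1 to 4 and 28825571 in samples 5 to 10. After all libraries were thinned to the smallest total, the mean share of genes in the low peak was 34.2% in samples 1 to 4 and 16.3% in samples 5 to 10. From the boxplots, the plot of MAD against the median, the histogram and the mapping statistics, the paper concludes that major technical variation between the data sets can be ruled out, and it excepts the low-expressed genes of samples 1 to 4. The transcriptomes of Kallurkar et al. were not analysed here.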

Returning to our consideration of the present data set, six inspiratory preBötC neurons were recorded in CD-1 mice. We were only able to differentiate one Type-1 neuron in CD-1 mouse slices; the other five were of Unknown type. 

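In the Type-1 neuron from a CD-1 mouse, sample 4, the vesicular glutamate transporter Slc17a6 (chromosome 7, 51622006 to 51671119 in GRCm38) was at 0.157 FPKM, from 25 fragments. The Type-1 neurons from Dbx1;Ai148 mice had 101, 158 and 156 FPKM. Of the 25 fragments in sample 4, 18.4 were expected from reads of other libraries. The settings behind this value were chosen after seeing the values. The inhibitory genes were also low in sample 4, with Gad1 at 0.00889 FPKM, Slc6a5 at 0.0141 FPKM and Gad2 at 2.53 FPKM. Of the genes listed for neurons, Snap25 was at 3.63 FPKM against 95.7 or more elsewhere, and Tubb3 at 1.07 FPKM against 23 or more, with Stmn2, Elavl4 and Uchl1 lowest in sample 4 as well. Nefl, Syt1 and Rbfox3 were not lowest there: Nefl was at 4.53 FPKM and at 0.263 FPKM in sample 1, Syt1 at 2.38 FPKM and at 0.655 FPKM in sample 2, and Rbfox3 at 0.0526 FPKM and lower in samples 1, 7 and 10. Genes listed beforehand as markers of microglia were high in the same library, with Tyrobp at 5567 FPKM, C1qb at 3885 FPKM and Csf1r at 245 FPKM.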

We are relatively confident that the Type-1 neuron was excitatory and rhythmogenic on the basis of its membrane properties. However, we cannot be confident about the transmitter type or breathing-related function of the five Unknown neurons from CD-1 wild-type mice.

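Among the 5 Unknown neurons, sample 8 had Slc17a6 at 230 FPKM with Gad1 at 8.28 FPKM. Sample 10 had Gad1 (chromosome 2, 70553072 to 70602014 in GRCm38) at 92 FPKM, Gad2 at 34.2 FPKM and Slc6a5 at 8.6 FPKM, with Slc17a6 at 0.0303 FPKM. Sample 3 had Gad1 at 37.2 FPKM and Gad2 at 22.9 FPKM. In sample 2, Slc17a6 was at 1.85 FPKM and the vesicular inhibitory transporter Slc32a1 at 5.95 FPKM. Sample 9 had Slc17a6 at 0.495 FPKM and Gad1 at 0.0356 FPKM. These are 59 and 6 fragments, against 59.4 and 5.53 expected from reads of other libraries at rates whose settings were chosen after seeing the values, and the 5 Slc17a6 fragments of sample 10 compare with 6.66 expected. Slc17a7 and Slc17a8, the other vesicular glutamate transporters, had 0 fragments in each of the 10 neurons, which allows up to 3 per library.

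**Figure D2:**
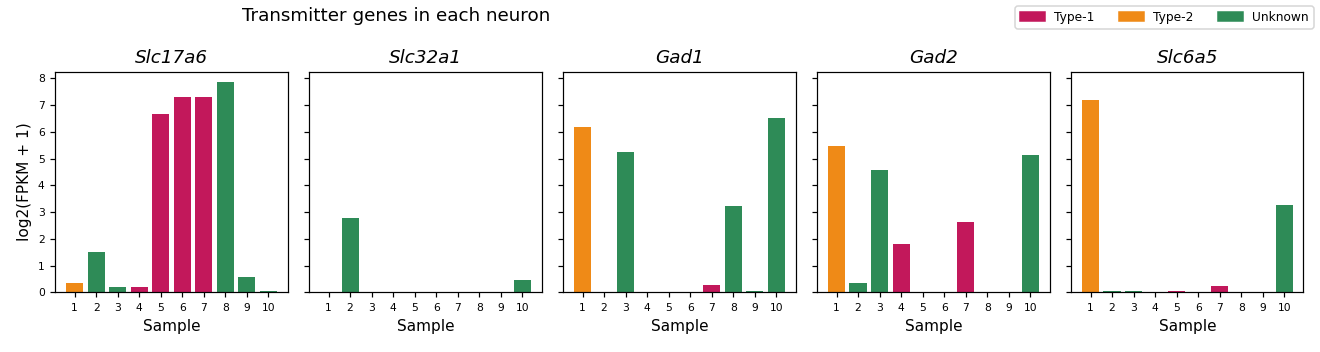
Transmitter genes Slc17a6, Slc32a1, Gad1, Gad2 and Slc6a5 in each of the 10 neurons, as log2(FPKM + 1), coloured by neuron type, 1 library per bar. Slc17a6 is high in samples 5, 6, 7 and 8, and Gad1 in samples 1, 3 and 10.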

Of the four Dbx1 preBötC neurons, we detected three Type-1 but only one Type-2. It would be difficult to draw conclusions about differential expression between Type-1 and Type-2 Dbx1 preBötC neurons on the basis of a single Type-2 transcriptome. 

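The Type-2 transcriptome, sample 1, was compared with the Type-1 transcriptomes by the Spearman correlation of FPKM across the 10405 genes of the set, which describes these libraries only, since genes are not independent replicates. Its correlations with samples 5, 6 and 7, the Type-1 neurons from Dbx1;Ai148 mice, were 0.405, 0.403 and 0.456, and those 3 neurons correlated with one another at 0.663, 0.625 and 0.611. They correlated with the Unknown samples 8, 9 and 10 at between 0.544 and 0.677, so these values do not set Type-1 neurons apart by type. Sample 4, the Type-1 neuron from a CD-1 mouse, correlated with sample 1 at 0.236 and with samples 5, 6 and 7 at 0.344, 0.319 and 0.308. The Unknown samples 2 and 3 correlated with samples 5, 6 and 7 at between 0.396 and 0.471. The low values of sample 1 thus cannot be told apart from the split between samples 1 to 4 and samples 5 to 10. The correlation of sample 1 with the Unknown neurons reached 0.395 in samples 3 and 8. Over genes at 1 FPKM or more in at least 1 neuron, the correlations of sample 1 with samples 4 to 7 were 0.376, 0.558, 0.516 and 0.616, and those among samples 5, 6 and 7 were 0.693, 0.631 and 0.603, so that sample 7 correlated with sample 1 about as it did with sample 6. Slc6a5 (chromosome 7, 49910146 to 49963856 in GRCm38), which encodes a glycine transporter, had 22465 fragments in sample 1 (exact 95% Poisson interval 22172 to 22761, counting error only) and was at 146 FPKM there. Slc17a6 had 30 fragments (20.2 to 42.8 by the same interval) in the same neuron. The transcription factor Dbx1 had 0 fragments in all 10 neurons. The mouse line marks descent from precursors that expressed Dbx1, so this value does not bear on the origin of any neuron.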

Given the minimal batch effects (see above), one could analyze the Type-2 transcriptome here with the transcriptomes previously disseminated in Kallurkar *et al*.’s report^25^.

In Figs. 6 and 7, we highlight the expression levels of genes that are of common interest to respiratory physiologists. The bars are color coded to indicate Type-1 (magenta), Type-2 (orange), and Unknown (green). The height of the bars corresponds to the log_2_(FPKM) expression level for each gene. Purple bars show the mean and SD across the entire sample. 

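The 68 genes read from Fig. 6 were compared over the 10 neurons. The GABA-B receptor gene Gabbr2 (chromosome 4, 46662305 to 46991873 in GRCm38) was the 1 gene at 1 FPKM or more in all 10, with 23.6 ± 27.2 FPKM (SD, n = 10 neurons), and 5 genes reached that level in at least 9. Most genes varied by more than their mean. Penk was at 224 ± 278 FPKM, the highest mean of the neuropeptides, and ranged from 0.343 FPKM in sample 1 to 799 FPKM in sample 6. Glrb, the highest of the glycine receptor genes, was at 51.6 ± 52.6 FPKM, and between 0.0803 and 0.201 FPKM in samples 1 to 4. Gria2 was at 35 ± 36.8 FPKM. Reln was at 3.92 ± 5.06 FPKM and at 15.8 FPKM in sample 6. In 29 of the 68 genes, more than 50% of the summed FPKM came from 1 neuron. Written as the log2 of the mean, Penk was at 7.81. The levels of 39 genes of Figs. 6 and 7, the currents and the transmitters were also taken in other ways. As a mean of log2(FPKM + 0.1), 29 of them moved by more than 1 SD. With a mean of log2(FPKM + 1) 5 did, and with TPM 8 did.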

Figure 6 includes ionotropic and metabotropic synaptic receptors, neuropeptides, neuropeptide receptors, transient receptor potential (i.e., Trp) channels, and reelin (*rln*). 

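None of the 80 genes read from Fig. 7 was at 1 FPKM or more in at least 9 of the 10 neurons, and in 42 of them more than 50% of the summed FPKM came from 1 neuron. Among the genes of the A-current, by which Type-1 neurons were recognised, Kcna4 was at 4.23, 21.4 and 19.1 FPKM in the Type-1 samples 5, 6 and 7 and at 0.0562 FPKM or less in the other 7 neurons, the Type-1 sample 4 included. Kcnd2 was at 35.3 FPKM in sample 6, 1.93 FPKM in sample 7, 0.534 FPKM in sample 4 and 0.0424 FPKM in sample 5, and at 39.6, 31.1 and 12.8 FPKM in the Unknown samples 2, 8 and 9. Kcnd3 was at 16.4 FPKM in the Type-2 sample 1. Each of these values is from 1 library, without a replicate.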

Figure 7 presents voltage-dependent ion channels, regulatory subunits, and intracellular receptors.

**Fig. 6:**
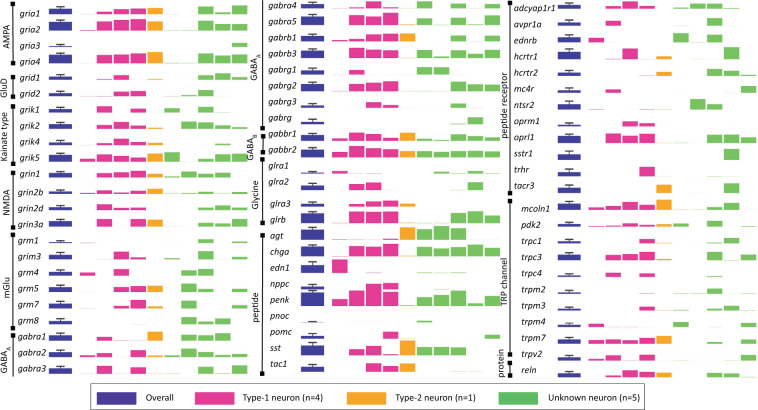
Gene expression levels for ionotropic and metabotropic synaptic receptors, neuropeptides, neuropeptide receptors, transient receptor potential (i.e., Trp) channels, and reelin (rln). The first bar (purple) represents overall gene expression level for all samples (N = 10). Bars to right are grouped by neuron type, in the order of their listing on the NCBI GEO database (#GSE175643): Samples 1–6 are from CD-1 mice; samples 7–10 are from Dbx1;Ai148 mice. Type-1 neurons (pink) correspond to samples 4–7; the Type-2 neuron (orange) corresponds to sample 1; and Unknown neurons (green) correspond to samples 2, 3, 8–10. The height of the bar represents log_2_(mean FPKM) value; error bars show standard deviation across all samples (purple bars only).

**Fig. 7:**
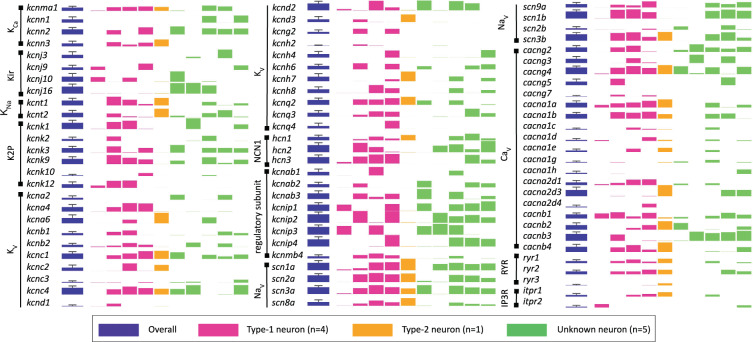
Gene expression for voltage-dependent ion channels, regulatory subunits, and intracellular receptors. The first bar (purple) represents overall gene expression level for all samples (N = 10). Bars to the right are grouped by neuron type, in the order of their listing on the NCBI GEO database (#GSE175643): Samples 1–6 are from CD-1 mice; samples 7–10 are from Dbx1;Ai148 mice. Type-1 neurons (pink) correspond to samples 4–7; the Type-2 neuron (orange) corresponds to sample 1; and Unknown neurons (green) correspond to samples 2, 3, 8–10. The height of the bar represents log_2_(mean FPKM) value; error bars show standard deviation across all samples (purple bars only).

The neurons whose transcriptomes we present here are the same population of Dbx1-derived and non-Dbx1-derived neurons described by Hayes and colleagues^31^. However, in that study the preBötC neurons were not intracellularly recorded. One could compare the present preBötC neuron transcriptomes to those in Hayes *et al*. keeping in mind that the physiological phenotypes of the latter neurons were not identified^31^.

## Data Availability

The custom R scripts written to process the raw fragments counts are freely available (https://github.com/prajkta9/bioinformatics-scRNA-seq).

How the deposited data were processed for this re-analysis (not part of the article)

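RNA from 10 single preBötC neurons of neonatal mice was sequenced, 1 library per neuron. The authors deposited raw fragment counts per gene, made with STAR and featureCounts on GRCm38, without normalization. They also deposited FPKM values, which are those counts per kilobase of gene length and per 1e+06 fragments counted on genes, and the gene lengths. Options of the counting program for fragments that match several places or genes were not found in the text.

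From these files, log10(FPKM) per neuron was summarised over the genes with a fragment in at least 7 of 10 neurons, with zeros at -5: median, quartiles, median absolute deviation, the share of genes between -3 and -0.5, and the share at 0. The FPKM values were used as deposited. TPM, as an alternative, was computed from the counts and lengths. No test was made between neuron types or between the paper's groups, and no p-value is given, because each sample is 1 neuron, the labels name no animal, and samples 1 to 4 were singled out by the paper on the measure itself. Values are given per neuron or as mean ± SD over neurons. Dixon's criterion, which compares 1 neuron with the others of a type or group, was used only to flag neurons that stood apart. Library totals ran from 21392146 to 36629393 fragments, and 3 counts are the limit that a count of 0 allows.

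Apart from mt-Co3, Gm28437, Calca, Gal, Slc18a3 and Isl1, which were chosen after their values were seen, and from Agt, Kcnj10, Kcnj16 and Edn1, which were taken from Figs. 6 and 7 for tests, the genes named were fixed by a rule before the data were examined, with the additions given below: Dbx1 and Reln, which the text names; per class of Figs. 6 and 7 the gene with the highest mean FPKM; every figure gene at 1 FPKM or more in at least 9 neurons; the genes of the A-current and the h-current; and lists of transmitter, sex-linked and cell type genes. Some of these genes are not reported here. The lists were for neurons, astrocytes, the oligodendrocyte lineage, microglia, endothelial, mural, ependymal and erythroid cells, glutamatergic and GABAergic or glycinergic neurons, Y-linked genes, X-inactivation and the preBötC. Lists for cholinergic motoneurons, sensory ganglion neurons and further Y-linked genes were added after the most abundant genes of sample 9 were seen and before the listed genes were looked at. A Fig. 6 label that could not be read with certainty was left out.

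Counts of 1 library found in another were measured on genes nearly private to a neuron. Of 3 settings tried, only the first, with at least 10000 counts in 1 library and at most 1% of that in every other, was fixed before the data were examined. The second used 3000 counts and 1%. The third, used for the values in the closing section, took 1000 counts and 2% and was chosen because it parted the pairs of libraries. The limit of 15% for calling a pair linked was placed in the gap seen between pairs under that setting, and the trim of 5% in the rates was also chosen after seeing the values. In simulated libraries with 21 linked pairs and a rate of 0.06%, 21 pairs were called and all were true, the median rate found was 0.0562%, and 41.4% of the low peak counts were traced to other libraries where 49.1% had been put there. With no such reads simulated, 0 pairs were called. These simulations held 55367 genes.

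Positions are from GENCODE M21 on GRCm38, which holds the symbols of 53365 of the listed genes. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Alternatives tried were other gene sets, values above 0 alone, TPM, counts of 1 or 2 set to 0, thinning to the smallest total, leaving out each of samples 1 to 4, other limits and deviations, other pseudocounts (1 and 0.1), and other correlations. The transcriptomes of Kallurkar et al. and the mapping statistics were not analysed here.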

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

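The tests on samples 4 and 8 to 10 in this part were chosen after the values were seen, except those of the astrocyte and endothelial lists. Of 75 groups of values examined, 16 held a neuron far from the others by Dixon's criterion. About 1 in 20 groups would do so by chance, and the measures are related to one another, so the flags are not independent.

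Sample 4 stood apart from the other 3 Type-1 neurons. Its median log10(FPKM) was 0.209 against 0.881 or more, its MAD 1.2 against 0.65 or less, and the 10 largest genes took 20.8% of its counts against 5.77% or less. That last share was also the highest of all 10 neurons. It includes mt-Co3 (875377 counts) and its copy Gm28437 (877899), which could hold the same fragments. Mitochondrial genes took 9.85% of its counts against 1.25% or less. Among CD-1 neurons this did not single out sample 4, with 7.37%, 7.83%, 5.05%, 7.78% and 0.347% in samples 2, 3, 8, 9 and 10. The neuron list, as mean log2(FPKM + 1), was at 2.10 against 6.70 or more, and the glutamatergic list at 0.0703 against 2.23 or more. All 8 genes of the microglia list were at 1 FPKM or more in sample 4, where they took 1.97% of the counts, and in sample 2, where they took 0.305%. The summed count of the list in sample 4 was 5.25 times that of the next neuron, which argues against reads from the other libraries as the source. All 8 list genes were highest in sample 4, as RNA from microglia would give, so microglial RNA taken up with the neuron or in its place is a candidate explanation. A wrong label on the library cannot be told apart from this: neuronal genes at 2.10 would follow from either, and no other library was seen to carry a profile that is out of place in a way that settles it. Age does not separate sample 4, since samples 4, 6 and 7 are all from P3. Mouse line does, but in the 5 other CD-1 neurons, all Unknown, the neuron list was at 6.38 or more. The microglia list took 0.305% of their counts or less, so mouse line alone does not account for the levels of those lists in sample 4. For the mitochondrial share mouse line stays open, since that share was also above 1.25% in the CD-1 samples 2, 3, 8 and 9. Type and mouse line together were not tested.

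Edn1, drawn in Fig. 6 for 1 Type-1 neuron, was at 211 FPKM in sample 4. Of the endothelial list, 0 genes were at 1 FPKM or more there, which argues against RNA from endothelial cells. This test was set before the data were examined.

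Sample 9 stood apart from samples 5 to 10, with a median of 0.54, a box length of 2.63 and a MAD of 1.12, and so resembled samples 1 to 4. Its neuron list was the highest of the Unknown neurons, at 7.58 against 6.50 or less. In sample 9, 58% of the counts of low peak genes were expected from libraries linked to it (see the counts of private genes among the other observations), more than in samples 2, 3 and 4. No biological explanation was tested for the low peak.

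Sample 10 had 10.5% of the gene set at 0, against 5.35% or less in the other neurons of samples 5 to 10, and its GABAergic or glycinergic list was at 3.85 against 0.81 or less. The glutamatergic list of sample 8 was at 2.62 against 0.50 or less in the other Unknown neurons, and that of sample 2 at 0.50 against 0.11 or less in samples 1, 3 and 4. The paper leaves the transmitter type of the Unknown neurons open, and a difference in type was not tested.

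The astrocyte list was at 4.50 in sample 8, against 1.87 or less in the other neurons of samples 5 to 10. Agt, Kcnj10 and Kcnj16 are drawn in Figs. 6 and 7 for Unknown neurons. In each Unknown neuron with Agt at 1 FPKM or more (samples 2, 3 and 8), at least 7 of the 10 astrocyte genes were at 1 FPKM or more, and Apoe was between 1562 and 5045 FPKM. The other Unknown neurons had 4 list genes or fewer at that level. This is consistent with RNA from astrocytes in those libraries. Agt was also at 149 FPKM in the Type-2 sample 1, where 4 list genes reached 1 FPKM.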

How the results depend on the processing

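The alternatives were fixed before the data were examined, except the removal of counts at or under 0.3% of the summed count in linked libraries, which was chosen after seeing the values. The difference of pooled medians kept its sign under every alternative run. Its size depended on the gene set and on low counts.

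With genes above 0 in at least 5 neurons, the mean median was -0.82 in samples 1 to 4 and 0.621 in samples 5 to 10, the MAD of samples 1 to 4 was 1.75, the pooled difference 1.52, the box length of samples 5 to 10 was 2.28, and the first bin held 17.5% and 11.3%. With genes above 0 in all 10 neurons, the medians were 0.779 and 1.17, their pooled difference 0.405, the box lengths 2.64 and 1.04, the MAD of samples 1 to 4 was 1.04, the low peak of samples 5 to 10 held 9.75%, and the first bin held 0 in both groups by construction. With values above 0 alone, the median of samples 1 to 4 was 0.197 and the difference 0.673. With TPM, which multiplies all genes of a library by a factor of its own, the median of samples 5 to 10 was 1.27, and the factor between the pooled medians was 18.4 in place of 13.1. With counts of 1 or 2 set to 0, the medians were 0.36 and 1.02, the difference 0.629, the low peaks 23.6% and 9.61%, and the first bin of samples 1 to 4 held 15.9%. With the low peak taken from -3 to -1, samples 1 to 4 held 31.1%. The mean absolute deviation was 1.74 and 1.26. The fraction of zeros was 0.815 with fewer than 3 counts as 0, 0.843 with fewer than 10, and 0.866 below 1 FPKM. The cause of these changes was not tested beyond what each alternative removes.

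Leaving out each of samples 1 to 4 in turn, the mean median ran from -0.505 to -0.205, the box length from 2.9 to 3.14, the MAD from 1.39 to 1.56, the low peak from 35.6% to 39.2%, the first bin from 9.65% to 11.3%, and the difference of pooled medians from 0.952 to 1.4. Thinning to the smallest total moved no result on the distributions by more than 1 SD.

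With counts at or under 0.3% of the linked libraries set to 0, the medians were 0.629 and 1.09, the difference 0.462, the box length of samples 1 to 4 was 4.6, their MAD 1.15, the low peaks 5.98% and 5.67%, the first bin of samples 1 to 4 held 28.1%, and the fraction of zeros was 0.825. This drop of the low peak does not single out the linked libraries. The same limit against the unlinked libraries covered 84.1% of the low peak genes of sample 1, where that of the linked ones covered 88.2%, and 76.4% against 78.8% in sample 4. In sample 9 the shares were 56.7% and 87%.

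Of 39 genes, the log2 of the mean FPKM moved by more than 1 SD in 5 with the mean of log2(FPKM + 1). It did so in 29 with the mean of log2(FPKM + 0.1), in 8 with TPM and in 5 with samples 5 to 10 alone. The neuron with the highest list level changed for the astrocyte list, from sample 8 to sample 3, and for the preBötC list, from sample 8 to sample 1, when the share of counts was used.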

Differences from the paper's values

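Of the paper's text, the number of genes, the fraction of zeros, the first bins, the factor between medians and the size of the gene set were compared. With the main settings, none of these was past the limits set for a difference, which are wide (more than 1 SD, where there is one, and more than 1.5 times). For the first bins this rests on taking the paper's 0.05 for samples 5 to 10 and 0.09 for samples 1 to 4. The legend of Fig. 5 does not assign the heights. In the order in which it names the groups they would be exchanged, and the values here, 0.106 in samples 1 to 4 and 0.0551 in samples 5 to 10, would both be past the limits. The second peak of samples 1 to 4, near -2 in the paper, was highest between -2 and -1.75 in samples 2, 3 and 4 and between -1.5 and -1.25 in sample 1. The paper's fraction of zeros is 0.775 and the value here is 0.775 as well. The factor between pooled medians is 10 in the paper and 13.1 here. It depended on the gene set, with 33.1 for genes above 0 in at least 5 neurons and 2.54 for genes above 0 in all 10, both past the limits, and it was 25.3 without sample 4, which was within them.

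In Fig. 4, read by eye, the median log10(FPKM) of sample 2 is about 0.15, and here it was -0.176. For sample 3 it is about -0.2 in Fig. 4, read by eye, and here it was -0.692. A median was called different where its sign differed or where it lay further off than 0.427, the SD of samples 1 to 4. Sample 2 differed by its sign alone. The paper's gene set also rests on transcriptomes not analysed here. Among the alternatives set before the data were examined, sample 2 fell within the limit with values above 0 alone (0.274), with TPM, which rescales each library (0.104), and with counts of 1 or 2 set to 0 (0.556), and not with the other gene sets or after thinning. Sample 3 fell within it with TPM (-0.423) and after thinning (-0.461), and not with the other gene sets, with values above 0 alone or with counts of 1 or 2 set to 0.

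The paper groups sample 9 with the neurons of higher median and lower variability. Here its box length was 2.63 and its low peak held 32.7% of the genes, both within or next to the values of samples 1 to 4. The legends of Figs. 6 and 7 give samples 1 to 6 as CD-1 and 7 to 10 as Dbx1;Ai148, while the labels and the numbers in the text give 4 Dbx1;Ai148 neurons, samples 1, 5, 6 and 7.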

Other observations

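In this part, the tests of depth, of reads from all other libraries and of the share of the largest genes were set before the data were examined. The lowering of other genes by the largest ones and the tests of linked libraries, of sample 1 and of sample 9 were chosen after the values were seen, and so were the settings behind the linked pairs.

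Fragments of genes nearly private to 1 neuron were found in some of the other libraries and hardly in others. With genes of at least 1000 counts in 1 neuron and at most 2% of that in the others, between 45 and 188 genes per pair, 21 of the 45 pairs of libraries had counts on at least 19.1% of these genes in both directions (median 61.8%), at a median rate of 0.0403% of the source's count. In the other 24 pairs the share was 12.8% or less, which argues against RNA spread evenly over all samples. The shares of both directions of a pair ranked together (Spearman rho 0.851 over pairs, which share libraries). In 2 random parts of equal size of the genes, 20 pairs were called in each, and 19 in both. Libraries that share a sample index are a candidate explanation, since the linked pairs can be laid out as rows (samples 1, 2 and 5; 3, 4 and 6; 7, 8, 9 and 10) and columns (1, 3 and 7; 2, 4 and 8; 5, 6 and 9). That layout was read from the same values, the limits were chosen because they part the pairs, and the index sequences were not examined, so it is a hypothesis only.

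For the second peak of samples 1 to 4, depth and a few large genes were each not enough. The part due to reads from linked libraries was not settled, and the test fixed beforehand on reads from the other libraries of the run decides nothing. Under its limits (at least 10000 counts in 1 neuron), 5.88% of 17 nearly private genes had a count in sample 1 and 10% of 10 in sample 4. Of these genes, 0 came from a library linked to sample 1 and 1 from a library linked to sample 4, so the low shares follow from which libraries supplied genes. In samples 2 and 3, where 12 and 11 of 19 genes came from linked libraries, 63.2% had a count in each, and in sample 8, where 16 of 18 did, 88.9%. After thinning to the smallest total, over a gene set formed again (9981 genes), the low peak held 34.2% of genes in samples 1 to 4 and 16.3% in samples 5 to 10, which argues against depth. The 10 largest genes took 6.08%, 10.5%, 11.8% and 20.8% of counts in samples 1 to 4 and 10.8% in sample 9, against between 4.89% and 7.44% in samples 5 to 8 and 10. Such shares lower log10(FPKM) of the other genes by 0.102 at most in samples 1 to 4, against a difference of pooled medians of 1.12, which argues against a few genes taking most of the counts. At the rates measured on private genes, linked libraries would bring 42.5% of the low peak counts of samples 1 to 4, from 59.9% in sample 1 to 25.6% in sample 4. This is less than the whole of the counts. It does not give the share of low peak genes, since genes with many counts weigh most in the sum and the median count was 3. The simulated shortfall cannot correct it closely, since 1 rate of 0.06% was simulated and the rates of linked pairs ran from 0.00739% to 0.157%. The low peak counts ranked more with the summed counts of linked libraries (Spearman rho across genes 0.603, 0.474, 0.506 and 0.346 in samples 1 to 4) than with those of unlinked ones (0.392, 0.295, 0.246 and 0.263). A part of the low peak may thus come from linked libraries. The size of that part and the source of the rest stay open, and the low cDNA concentration that the paper reports for samples 1 to 4 was not tested.

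The Type-2 neuron, sample 1, held inhibitory genes, with Gad1 at 71.8 FPKM and Gad2 at 43.5 FPKM beside Slc6a5. Slc32a1, the vesicular inhibitory transporter, had only 1 fragment there. The labels give sample 1 as a Dbx1-derived neuron, while the legends of Figs. 6 and 7 give a CD-1 mouse. Reads from linked libraries are excluded for Slc6a5, whose highest count in a linked library was 33. The 30 fragments of Slc17a6 in sample 1 were matched by 30.1 expected from linked libraries, so no Slc17a6 of its own was detectable at this depth. Whether RNA came from an inhibitory neighbour cannot be told apart from an inhibitory recorded neuron, since 1 gene in 1 library can be missed.

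Sample 9, an Unknown neuron, had Calca at 1264 FPKM, Gal at 598 FPKM, Slc18a3 at 444 FPKM and Isl1 at 38.1 FPKM, genes chosen after their values were seen. Of the genes listed for cholinergic motoneurons, Chat (1.8 FPKM), Slc5a7 (28.8), Prph (719), Tbx20 (4.62) and Ret (14.6) were highest in sample 9, while Isl2 and Mnx1 had 0 fragments. The list for sensory ganglion neurons was also highest in sample 9 (mean log2(FPKM + 1) of 0.985 against 0.442 or less), where 3 of its 8 genes were at 1 FPKM or more. A cholinergic motoneuron is a candidate source of this library, as a hypothesis found on the same data. A sensory ganglion neuron cannot be told apart from it here, since both lists are highest in sample 9, both have genes without a fragment there, and a gene can be missed in 1 library.

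Of the remaining lists, the ependymal list had 0 genes at 1 FPKM or more in each neuron, the mural list 1 gene in sample 8, the endothelial list 1 gene in sample 1, and the erythroid list 2 genes in samples 5 and 9 and 1 in sample 7. The oligodendrocyte lineage list had 4 genes in samples 2, 3 and 8. The mural gene of sample 8 was Cspg4, at 4.71 FPKM, which is also 1 of these 4 genes there, so it does not point to mural cells. The preBötC list had 5 genes in sample 8 and 0 in samples 4 and 10. Both Y-linked lists together had 1 fragment, on Uty in sample 2. Xist had 3256, 4084, 879, 1339 and 2118 fragments in samples 1, 4, 6, 7 and 10 and 7 or fewer in the others, and the sex of the animals was not derived from this.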
